A study of Mus musculus with 6 samples. Its data were reported in "Myofibroblast Ccn3 is regulated by Yap and Wwtr1 and contributes to adverse cardiac outcomes" (2023).

How the data were processed

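Left ventricles of mice were collected 4 days after surgical myocardial infarction, 3 from the PBS group and 3 from the CCN3 group, and total RNA was used for stranded mRNA libraries read from 1 end. The sources differ on the dosing. Per the labels, injections were given daily for 4 days, while the text of the study gives daily dosing from the day after infarction and, in its results, for a shorter run. Those results place collection of the hearts at 4 h after the last dose. Groups and replicate numbers were taken from the labels.

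Per the submitters' processing notes and the methods of the study, the authors assigned reads to transcripts of the GRCm39 assembly with Salmon 1.4.0 and tested differential expression with edgeR. The authors removed 2 factors of unwanted variation (RUV) and deposited the resulting values on a log2 CPM scale. The authors also deposited, for each gene, a log2 fold change, a linear fold change, a p-value and a false discovery rate from an edgeR quasi-likelihood fit of treatment with the 2 factors. The filter on low counts and the prior count were not given in the sources used here. Raw counts were not analysed here, so no count model was fitted, and read depth per library is unknown from these values.

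After group means were subtracted, the deposited values varied along only 2 of the 4 dimensions that 6 libraries in 2 groups leave, since the removed factors had taken out the other 2. Variation along the removed directions is not in the values, so SDs and p-values cover only the spread left after removal. The 2 empty directions were recovered from the values, with a singular value below 1e-06 of the largest taken as empty, and entered in the model with treatment, which left 2 residual degrees of freedom. Genes were tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a mean-variance trend, two-sided, Benjamini-Hochberg adjustment over 15909 genes). A gene passed at an adjusted p under 0.2 and a gene list at an adjusted p under 0.05. The prior contributed 4.47 degrees of freedom.

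Gene lists were fixed before the data were examined, as were the alternatives and the tests. The exceptions were the counts adjusted over the members of a list alone, the enrichment of terms, and the tests on cardiomyocyte RNA and on near-identical genes. From these same samples the study had already reported higher matrix genes, Ccn1 and Ccn2, lower mitochondrial transcripts, and predictions for Tgfb1 and Tead1. Tests of the lists on those themes are therefore not independent evidence. Of 46 lists, 45 had measured members and were tested, and the mitochondrially encoded mRNAs were not analysed here. The lists were tested with camera in limma with a preset correlation of 0.01, adjusted over the 45 lists. In all 25 lists passed, 14 higher and 11 lower. With the correlation estimated from each list 0 of 45 passed (1 had an unadjusted p under 0.05), and with fry, which tests whether the genes of a list move one way on balance, 0 passed (10 had an unadjusted p under 0.05). For fry's test of change in either direction, 12 lists passed. The mean and median of the mural, epicardial and cytokine lists differ in sign, and the camera test of the epicardial, cytokine and hypoxia lists goes against their median.

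Named genes were chosen by rule: the 10 largest rises and 10 largest falls among passing genes with a mean log2 CPM of at least 1, full separation of the groups and a symbol that is not a placeholder, 13 genes taken from the text of the study, up to 4 members of each list with the smallest p, and Xist as a check on the make-up of the groups. Some genes that the rule covers are not reported here. Gene positions were taken from the GENCODE annotation on the same assembly by symbol or older symbol, which matched 14942 of 15909 genes. Transcript length and GC content were those of the longest protein-coding transcript of a gene, or else its longest transcript, and were found for 15003 genes.

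The procedure was tested on simulated data with 10 sets of 15909 genes for the comparison of CCN3 against PBS, with 200 changed genes, no correlation between genes and 2 directions removed. A median of 57.5% of genes changed by 0.5 on the log2 scale and 81.5% of genes changed by 1 were recovered, and 20.0% of calls were false. Of unchanged genes, 5.03% had an unadjusted p under 0.05. Variances were drawn from the fitted prior, and the directions removed were those recovered from the deposited values, set in advance. These rates, and the simulated values given below, therefore show how the procedure behaves under its own assumptions. They do not show that its p-values hold for the deposited values. A model with treatment only, which ignores the removed directions, gave 19.6% of unchanged genes an unadjusted p under 0.05 and 92.1% false calls. In simulations without any change the groups were fully separated for 26.0% of genes, compared with the 10% that chance gives when nothing is removed. In the deposited values the share was 33.3%.

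Alternatives covered the covariates, a filter on low values, a pseudocount of 1 CPM, scaling, the variance prior, the threshold, the authors' deposited edgeR result, the replicate number as a block, and leaving out each library in turn. Enrichment of gene ontology cellular component and KEGG terms from the authors' deposited table was tested with a one-sided Fisher's exact test over terms of at least 10 genes, and was added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.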

Results

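Bulk RNA sequencing was performed on left ventricles collected at 4 days post injury (dpi) from mice that underwent surgical myocardial infarction (MI) and then received either recombinant human CCN3 at 6 µg/kg or the vehicle PBS by intraperitoneal injection. CCN3 is a secreted matricellular protein of the CCN family. There were 3 CCN3 treated and 3 PBS treated libraries. The deposited values covered 15909 genes, as log2 CPM (counts scaled to a common library size) from which the authors had removed 2 factors of unwanted variation (RUV). Read depth is unknown from these values, so no counting error is given. The values of each library summed to between 1001644 and 1031634 CPM, and the 10 most abundant genes held between 5.22% and 6.33% of this sum. Pearson correlations between libraries across genes ranged from 0.989 to 0.998, and no pair of libraries was identical. The libraries are described as biological replicates, but the labels do not say whether each came from a separate animal. The SDs cover only the spread between these libraries that was left after the 2 factors were removed. The p-values rest on that spread and on the variance prior in limma.

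The comparison addressed whether CCN3 given after MI changes transcription in the injured ventricle. Matrix and cardiomyocyte stress genes were among those higher in CCN3 treated ventricles, while genes of mitochondrial energy metabolism were among those lower. In total, 82 genes rose and 172 genes fell at an adjusted p under 0.2 in limma, the false discovery rate threshold used in the study. The median size of these changes was 0.48 on the log2 scale. At this threshold about 51 of the 254 genes are expected to be false calls. Without a mean-variance trend in limma, 1 gene passed, the low-expressed predicted gene Gm51776 named after its values were seen (Log2FC -4.73), and 1509 had an unadjusted p under 0.05. The lowest adjusted p in limma was 0.110, so 0 genes passed at 0.1 or at 0.05, while 1694 genes had an unadjusted p under 0.05 against 795 expected by chance. In the authors' deposited table, an edgeR analysis, 100 genes were higher and 209 lower at the same threshold, 48 passed at 0.1 and 0 passed at 0.05, with 1668 genes at an unadjusted p under 0.05. Of the 254 genes, 237 also passed in the authors' deposited table, each in the same direction. Mean distances between libraries were 1.31 times larger between the groups than within them. The ratio was 1.19 in simulations without any change, where the directions to remove were set in advance, since such a removal shrinks the distances within groups. No p is given for this ratio, because libraries are not exchangeable between groups after that removal. The number of calls changed with the library left out: it was 2219 without PBS replicate 1, 437 without PBS replicate 2, 50 without PBS replicate 3, 1326 without CCN3 replicate 1, 181 without CCN3 replicate 2 and 127 without CCN3 replicate 3. Each such fit also removed a different share of the spread, so the range cannot be put down to the libraries alone. The 50 genes left without PBS replicate 3 also passed in each of the other 5 fits, and the 254 genes kept their direction in all 6.

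Genes were ranked among those that passed, with a mean log2 CPM of at least 1, full separation of the groups and no placeholder symbol. The 10 with the largest rise were Erdr1, Slc9a3, Acta1, Thbs4, Xirp2, Nppa, Ism1, Nmrk2, Cxcr6 and Masp1, with Log2FC between 0.79 and 1.26. Slc9a3 lay close to the filter, at a mean of 1.02 log2 CPM. Xirp2, which encodes an actin-binding protein of the cardiomyocyte intercalated disc, rose from 10.16 ± 0.13 to 11.05 ± 0.07 log2 CPM (SD, n = 3), a 1.86-fold increase. Masp1, which encodes a serine protease of the lectin complement pathway, rose 1.73-fold, from 4.37 ± 0.13 to 5.16 ± 0.06 log2 CPM. Erdr1 rose 2.39-fold, but it has no unique position in the annotation used here and its reads may be shared with other copies. The 10 with the largest fall were Ces1d, Gnb3, Il2ra, Gfra1, Mylk4, Kcnip2, BB218582, Asb14, Aspa and Lincred1, with Log2FC between -0.82 and -1.05. Kcnip2, a subunit of the channels carrying the transient outward potassium current, fell from 6.65 ± 0.25 to 5.78 ± 0.19 log2 CPM. Il2ra, the alpha chain of the interleukin 2 receptor, fell from 2.00 ± 0.12 to 0.99 ± 0.07 log2 CPM. Of these 20 genes, 12 also passed in the authors' deposited table. Acta1, Thbs4, Nppa, Ces1d, Mylk4, Kcnip2, Asb14 and Lincred1 did not, with FDR between 0.205 and 0.445 there. Without PBS replicate 3, only Erdr1, Xirp2, Masp1 and Gnb3 of the 20 still passed.

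Extracellular matrix genes were mostly higher in CCN3 treated ventricles. Of 23 collagen genes, 21 had a positive Log2FC, 3 rose and 0 fell. The 3 were Col11a1 (Log2FC 0.54 ± 0.08 SE), Col8a1 (0.59 ± 0.11) and Col4a2 (0.38 ± 0.08), the last a chain of basement membrane collagen. Col1a1 (0.23 ± 0.11), Col1a2 (0.19 ± 0.12) and Col3a1 (0.09 ± 0.16), which had the highest mean log2 CPM of the collagens, did not pass. They lie outside the rule for named genes and were chosen after their values were seen. Of 49 matrix glycoproteins and proteoglycans, 4 rose and 0 fell, among them the elastin gene Eln, from 6.99 ± 0.17 to 7.52 ± 0.13 log2 CPM (SD, n = 3), Mfap5, Ltbp2 and Thbs4. Among 38 matrix remodelling enzymes 3 rose and 0 fell: the lysyl oxidases Lox (Log2FC 0.42 ± 0.06 SE) and Loxl3 (0.37 ± 0.06), which cross-link collagen and elastin, and the protease Adamts1 (0.55 ± 0.10). A second count, which was not among the tests fixed in advance, adjusted p over the members of a list alone, at the same threshold of 0.2. It is laxer, since it ignores all other genes and the number of lists, and genes counted by it need not pass over all genes. Adjusted over the list alone, 17 collagens rose, 23 glycoproteins and proteoglycans rose while 4 fell, and 11 remodelling enzymes rose. The weakest of these 17 collagens had a limma adjusted p of 0.584 over all genes, and Col1a2 and Col3a1 were not among the 17. Of 18 activated myofibroblast markers, Lox, Col8a1 and Ltbp2 rose, or 6 adjusted over the list alone, whereas Postn (Log2FC -0.01 ± 0.20), Acta2 (0.06 ± 0.10) and Fn1 (0.12 ± 0.11) did not pass. These 3 values rested on single libraries and were 0.19, 0.15 and 0.20 without PBS replicate 1, and -0.15, -0.01 and 0.07 without PBS replicate 2. Median Log2FC were 0.30 for collagens, 0.15 for glycoproteins and proteoglycans, 0.08 for remodelling enzymes and 0.18 for myofibroblast markers. Each of these 4 lists was higher by camera in limma, with adjusted p of 1.9e-08, 6.6e-06, 1.9e-05 and 3.1e-05. With an estimated correlation the calls were lost, at adjusted p = 0.656, 0.656, 0.604 and 0.699 in the same order. Without PBS replicate 3, Lox, Loxl3 and Col11a1 were the genes named here that still passed, and Ltbp2 did not pass with each library centred on its median.

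CCN family genes and targets of TGF-beta signaling were examined next. Ccn2 rose 1.55-fold, from 8.26 ± 0.03 to 8.89 ± 0.04 log2 CPM (SD, n = 3, limma adjusted p = 0.110), and Ccn1 rose 1.46-fold, from 6.14 ± 0.08 to 6.68 ± 0.13 (adjusted p = 0.145). On GRCm39, Ccn2 lies on chromosome 10 from 24471333 to 24474900 and Ccn1 on chromosome 3 from 145352720 to 145355738. Both passed in each fit that left out 1 library, whereas Pmepa1 and Ltbp2 did not pass without PBS replicate 3. The endogenous Ccn3 gene did not pass, at 3.53 ± 0.14 and 3.63 ± 0.09 log2 CPM in PBS and CCN3 treated ventricles, with a Log2FC of 0.09 that lay at 0.17 without PBS replicate 1 and at 0.04 without CCN3 replicate 3. Of 33 TGF-beta target genes, 4 rose (Ccn2, Lox, Pmepa1 and Ltbp2) and 0 fell, and adjusted over the list alone 9 rose. Of 24 Yap/Tead target genes, Ccn1 and Ccn2 rose and 0 fell, while adjusted over the list alone 8 rose and 1 fell. The TGF-beta and Yap/Tead lists had median Log2FC of 0.09 and 0.09 and were higher by camera in limma, with adjusted p of 1.8e-05 and 0.012. Neither call held with an estimated correlation, at adjusted p = 0.604 for both. From these samples the study predicted Tgfb1 as its most activated regulator but Tead1 as its most inhibited, although Ccn1 and Ccn2 were higher. The Tead1 prediction goes against the direction of the Yap/Tead list here. It came from another method and set of target genes, and the sets were not compared. Of the 6 CCN genes, 2 rose (3 adjusted over the list alone, camera adjusted p = 0.004, and adjusted p = 0.604 with an estimated correlation). Among 18 Hippo pathway components, 0 passed over all genes and 1 rose adjusted over the list alone. The camera adjusted p of this list was 0.017, and its adjusted p = 0.699 with an estimated correlation. Without PBS replicate 2 or CCN3 replicate 3, its camera adjusted p was 0.0528 and 0.0509. A list of 13 genes was taken from the text of the study, which also names other genes examined here. Some of the 13 were chosen on these samples, so their direction is not independent evidence. Of these 13, Ccn1 and Ccn2 rose, or 6 adjusted over the list alone, at a camera adjusted p of 8.2e-05 and an adjusted p = 0.604 with an estimated correlation. Tgfb1 (Log2FC 0.12 ± 0.06 SE), Tead1 (0.18 ± 0.07), Yap1 (0.05 ± 0.05), Wwtr1 (0.02 ± 0.06), Nppb (0.44 ± 0.13) and Aurkb (0.21 ± 0.12, or 0.11 without CCN3 replicate 1) did not pass.

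Nuclear-encoded genes of mitochondrial energy metabolism were lower in CCN3 treated ventricles. Cox7a1, the heart and muscle form of a cytochrome c oxidase subunit, fell from 7.54 ± 0.07 to 6.86 ± 0.05 log2 CPM (SD, n = 3), to 0.62 of its PBS level. Cox8b, Cox6a2, Cox6c and Cox7b fell as well, which makes 5 of 14 genes of complex IV. Of 37 genes of complex I, all had a negative Log2FC and 3 fell, namely Ndufb11 (-0.39 ± 0.05 SE), Ndufb2 (-0.33 ± 0.06) and Ndufa5 (-0.32 ± 0.06). Sdhc was the only gene of 14 in complexes II and III that fell, and Atp5j2, Atp5k, Atp5j and Atp5c1 fell among 17 ATP synthase genes. Adjusted over the list alone, 32 genes of complex I, 13 of complexes II and III, 11 of complex IV and 16 of ATP synthase fell. Fatty acid oxidation genes followed the same direction, with 5 of 30 falling (25 adjusted over the list alone). Ech1, a dienoyl-CoA isomerase of beta-oxidation, fell from 8.62 ± 0.12 to 8.08 ± 0.09 log2 CPM, and Eci1, Hadhb, Hadh and Acaa2 also fell. In the TCA cycle, Idh3b and Idh2 fell among 19 genes (12 adjusted over the list alone). None of 37 mitochondrial ribosome genes passed over all genes, while 5 fell adjusted over the list alone. Cox7b and Acaa2 lie outside the rule for named genes and were chosen after their values were seen.

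Median Log2FC were -0.21 for complex I, -0.22 for complexes II and III, -0.26 for complex IV, -0.26 for ATP synthase, -0.21 for fatty acid oxidation, -0.14 for the TCA cycle and -0.09 for the mitochondrial ribosome. These 7 mitochondrial lists were lower by camera in limma, with adjusted p of 1.7e-13, 6.4e-07, 4.7e-07, 4.9e-09, 1.1e-10, 1.1e-05 and 0.00036. With an estimated correlation the 7 calls were lost, at adjusted p = 0.604, 0.604, 0.604, 0.625, 0.604, 0.619 and 0.699. Without PBS replicate 3, Cox7a1, Cox6a2, Cox8b and Ndufb11 were the mitochondrial genes named here that still passed. Centring each library on its median ended the calls of Ndufa5, Sdhc, Atp5j2, Atp5k, Atp5j, Atp5c1, Hadh, Acaa2 and Idh2.

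**Figure D1:**
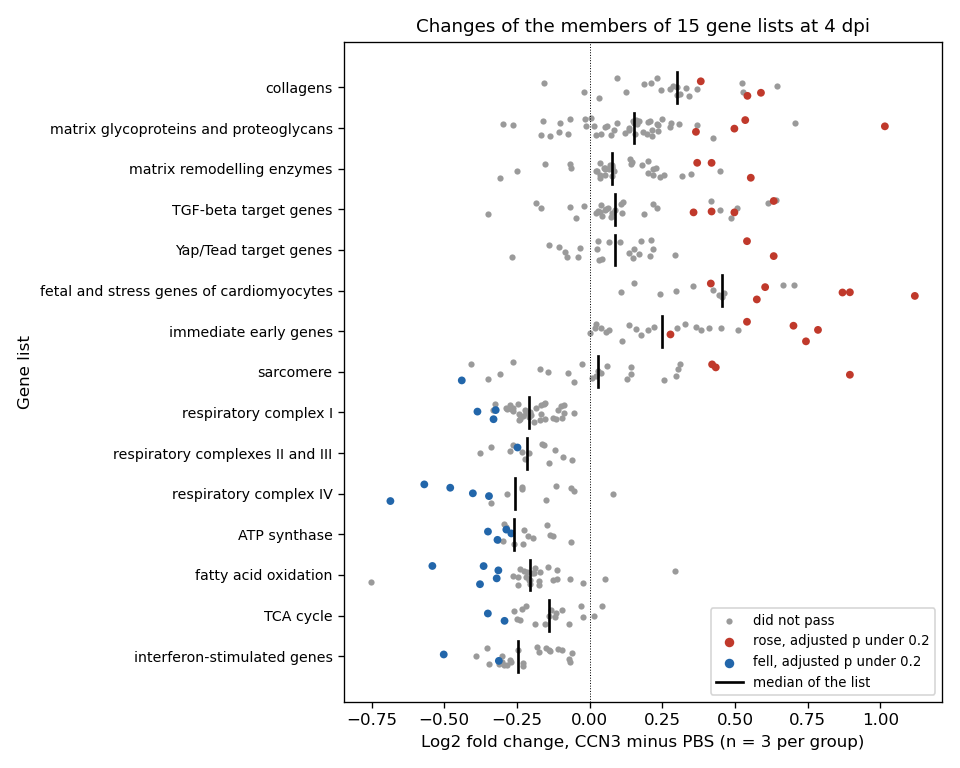
Log2FC between CCN3 and PBS treated ventricles (x axis, n = 3 per group) for the measured members of 15 gene lists (y axis), with each point a gene, red or blue where it passed at an adjusted p under 0.2, and a black bar at the median of the list. All 37 genes of complex I lie below 0, and the median of the collagens lies at 0.30.

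Cardiomyocyte genes moved in both directions. All 17 fetal and stress genes of cardiomyocytes had a positive Log2FC, 6 rose and 0 fell, or 13 adjusted over the list alone, with a median of 0.45. Nppa, which encodes atrial natriuretic peptide, rose from 9.10 ± 0.35 to 9.97 ± 0.17 log2 CPM (SD, n = 3), and Acta1, the skeletal alpha actin reexpressed in stressed myocardium, from 6.85 ± 0.41 to 7.97 ± 0.30. Synpo2l, Enah, Xirp2 and Fhl1 rose too, with Fhl1 outside the rule for named genes and chosen after its values were seen. This list was higher by camera in limma (adjusted p = 2.4e-09), and with an estimated correlation its adjusted p = 0.604. Markers of skeletal muscle, of which 9 were measured, had a median Log2FC of 0.84 (camera adjusted p = 0.012, and adjusted p = 0.699 with an estimated correlation). Only Acta1 of these 9 rose, or 4 rose and 1 fell adjusted over the list alone, and the camera adjusted p was 0.131 without CCN3 replicate 1 and 0.056 without PBS replicate 2. Of 25 sarcomere genes, Xirp2, Des and Pdlim5 rose and the cardiac troponin I gene Tnni3 fell, from 10.71 ± 0.05 to 10.27 ± 0.05 log2 CPM. Adjusted over the list alone 7 sarcomere genes rose and 5 fell, and the list as a whole did not pass by camera (median 0.03, adjusted p = 0.386). Among 21 calcium handling and ion channel genes, the sodium-calcium exchanger Slc8a1 rose by a Log2FC of 0.40 ± 0.07 (SE) and Kcnip2 fell. Adjusted over that list alone 4 rose and 4 fell, with a camera adjusted p of 0.583. Nppa, Acta1 and Fhl1 did not pass without PBS replicate 3, with each library centred on its median or in the authors' deposited table, while Xirp2 and Synpo2l passed in each fit that left out 1 library. Enah, Des, Pdlim5, Tnni3, Slc8a1 and Kcnip2 also did not pass without PBS replicate 3.

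Immediate early genes, which are induced within minutes to hours of a stimulus, were higher in CCN3 treated ventricles. The study places collection within hours of the last injection, and whether the rise was a response to that injection was not tested. All 24 had a positive Log2FC, 5 rose and 0 fell. Egr2 rose 1.72-fold, from 2.88 ± 0.10 to 3.66 ± 0.09 log2 CPM (SD, n = 3), and Egr1 rose 1.67-fold, from 4.63 ± 0.12 to 5.37 ± 0.27. The others were Ccn1, Fosl2 and Egr3, the last outside the rule for named genes and chosen after its values were seen. Adjusted over the list alone 15 rose. The median was 0.25, the camera adjusted p in limma was 4.6e-09, and with an estimated correlation the adjusted p = 0.604. Interferon-stimulated genes went the other way. All 25 had a negative Log2FC and 2 fell, namely Irf7 (Log2FC -0.50 ± 0.10 SE) and Gbp2 (-0.31 ± 0.06), or 17 adjusted over the list alone. The median was -0.25, the camera adjusted p 1.0e-07, and the adjusted p = 0.656 with an estimated correlation. Without PBS replicate 3, Egr2 and Ccn1 still passed, and Egr1, Fosl2, Egr3, Irf7 and Gbp2 did not. Egr1 also did not pass in the authors' deposited table, at an FDR of 0.240.

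**Figure D2:**
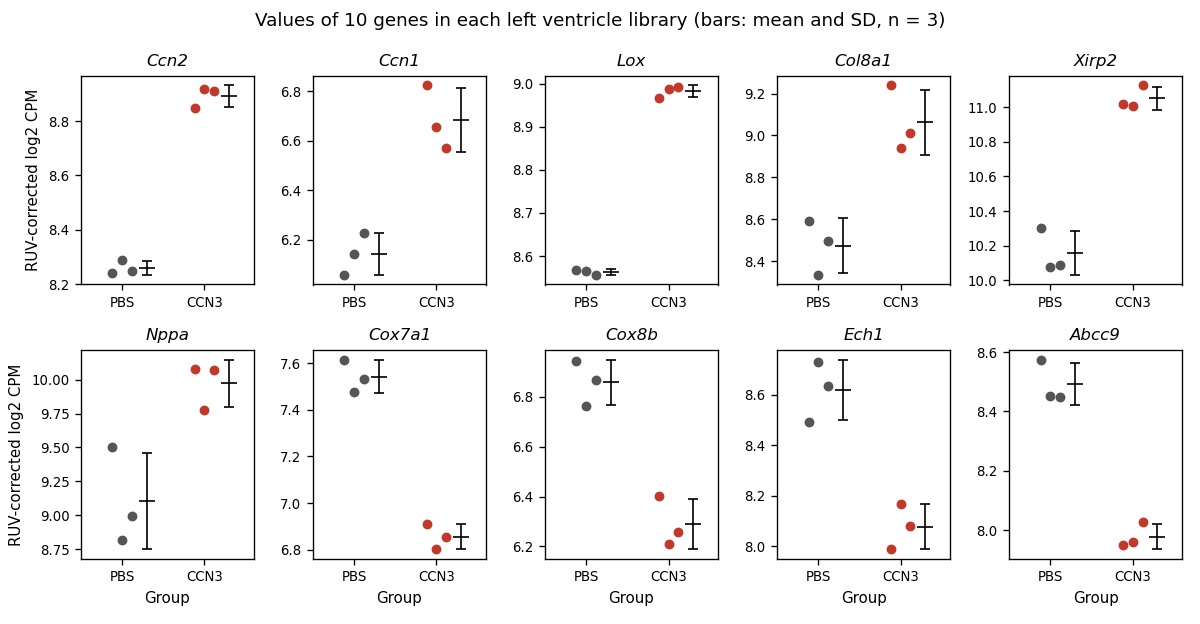
RUV-corrected log2 CPM (y axis, own range for each gene) of 10 genes in the 3 PBS and 3 CCN3 treated libraries (points), with black bars for the mean and SD of each group (n = 3). Ccn2 lies at 8.26 ± 0.03 and 8.89 ± 0.04 in PBS and CCN3 treated ventricles, and Cox7a1 at 7.54 ± 0.07 and 6.86 ± 0.05.

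Markers of fibroblasts, endothelial cells, macrophages and neutrophils were also examined. Of 17 fibroblast markers, 12 had a positive and 5 a negative Log2FC, Mfap5 rose and 0 fell, with a median of 0.16 and a mean of 0.07. Gsn, at a Log2FC of -0.59 ± 0.15 (SE), did not pass over all genes. Many of these markers, Mfap5 included, are also in the matrix lists, so the fibroblast list is not separate evidence. Of 20 endothelial markers, Ly6a fell and 0 rose, with a median of -0.09. Both lists passed by camera in limma, at adjusted p of 0.015 and 0.012, and neither did with an estimated correlation, at adjusted p = 0.699 for both. Without PBS replicate 3 their camera adjusted p were 0.0504 and 0.0801, and without CCN3 replicate 3 they were 0.0648 and 0.131. Adjusted over the list alone 7 fibroblast markers rose and 1 fell, and 6 endothelial markers fell. Mfap5, Ly6a and Padi4 did not pass without PBS replicate 3. None of 25 macrophage and monocyte markers passed over all genes (2 fell adjusted over the list alone, median -0.03, camera adjusted p = 0.237). Among 12 neutrophil markers Padi4 fell (1 rose and 3 fell adjusted over the list alone, camera adjusted p = 0.493, or 0.0158 without PBS replicate 1). None of 30 cell cycle genes passed, either over all genes or adjusted over the list alone, although 29 had a positive Log2FC and the median was 0.22. Their camera adjusted p was 3.3e-06, and the adjusted p = 0.699 with an estimated correlation. Mki67 had a Log2FC of 0.39 ± 0.17 (SE) and Ccna2 of 0.33 ± 0.12, or 0.21 and 0.21 without CCN3 replicate 1. Likewise 0 of 50 cytosolic ribosomal protein genes passed, at a median of -0.06 and a camera adjusted p of 0.0045 (adjusted p = 0.887 with an estimated correlation, and camera adjusted p of 0.249 without PBS replicate 2, 0.057 without PBS replicate 3 and 0.058 without CCN3 replicate 3). Xist was detected at between 10.28 and 10.58 log2 CPM in each of the 6 libraries, with no difference between the groups that passed.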

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

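All alternatives here were planned. Treatment only, without the removed directions, gave 2138 genes higher with CCN3 and 2633 genes lower with CCN3, while in simulations without any change that model called a median of 2300 genes. The replicate number as a block, in place of the removed directions, gave 2686 genes higher and 3246 lower. Same-numbered PBS and CCN3 libraries deviated from their group means with correlations across genes of 0.127, 0.968 and -0.977, so the numbers are not read as pairs, and the block moved the call of 0 of 45 lists. Without the variance trend 0 genes were higher and 1 lower, with 1509 genes at an unadjusted p under 0.05, and the cause was not tested. Adjusted p under 0.1 or under 0.05 left 0 higher and 0 lower. Median centring gave 70 higher and 104 lower, all among the 254 genes, after a shift of the median Log2FC by 0.015. Leaving out each library gave between 22 and 951 genes higher and between 28 and 1268 lower. Each such fit removed a library and a different share of the spread, and the cause of the range was not tested. A filter at a mean log2 CPM of 1, log2(CPM + 1), quantile normalization, the robust prior and the authors' deposited edgeR result kept both counts within 1.5 times, but shared 237, 222, 236, 243 and 237 of the 254 genes. Among the genes followed, log2(CPM + 1) ended 7 calls (Nppa, Col4a2, Egr3, Atp5c1, Acaa2, Idh2 and Pdlim5), quantile normalization 3 (Atp5j, Acaa2 and Idh2), the robust prior 9 (Acta1, Thbs4, Nppa, Ces1d, Mylk4, Kcnip2, Asb14, Egr1 and Fhl1) and the authors' deposited result 11 (the same 9 with Lincred1 and Il4i1). Calls were also gained, 4 in the authors' deposited result, 3 with the robust prior and 2 with the filter.

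With an estimated correlation, or with fry, 0 of the 3 matrix lists, 0 of the 7 mitochondrial lists, 0 of the TGF-beta and Yap/Tead lists and 0 of the other lists passed. Estimated correlations within the 25 passing lists ranged from -0.103 to 0.922. That test also has few degrees of freedom, and fatty acid oxidation lost its call at an estimated correlation of -0.0151, below the preset value, so the correlation alone does not account for the lost calls. By camera with the preset correlation, the 3, 7 and 2 lists of the first 3 groups passed with treatment only, the block, the filter, log2(CPM + 1), either scaling and without each library. Lists were not tested under the other variance priors or in the authors' deposited table. Between 9 and 17 of the other lists passed when a library was left out. The T and NK cell list had an adjusted p of 0.672 with the filter, which removes its low genes. Over all alternatives 0 results reversed after passing. Below the thresholds, the direction flipped 22 times among lists and 4 times among the 108 genes followed. Of 77 named genes that passed, 21 passed in every fit without 1 library, and 21, 43 and 61 passed without PBS replicate 3, CCN3 replicate 3 and CCN3 replicate 2. The ratio of distances between and within groups stayed between 1.27 and 1.41. Genes below a mean log2 CPM of 1 had a median SE of 0.27, against 0.08 above it.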

Other observations

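The comparison of terms and the tests on cardiomyocyte RNA and on near-identical genes were chosen after the data were seen. Genes that rose were enriched for the cellular component term extracellular matrix (14 of 80 annotated genes, 1.22 expected, Fisher's exact adjusted p = 8.5e-09) and for Z disc (6 genes, 0.684 expected, adjusted p = 0.0067). Genes that fell were enriched for mitochondrial inner membrane (27 of 144, 3.87 expected, adjusted p = 6.1e-13), for T-tubule (5 genes, 0.591 expected, adjusted p = 0.027) and, among KEGG pathways, for oxidative phosphorylation (13 of 72, 1.33 expected, adjusted p = 1.4e-07) and valine, leucine and isoleucine degradation (7 genes, 0.601 expected, adjusted p = 9.8e-05). This test treats genes as independent, while estimated correlations within the lists reached 0.922.

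Both Kcnj8 and Abcc9, which encode subunits of ATP-sensitive potassium channels, fell. Kcnj8, the pore subunit Kir6.1, fell from 5.12 ± 0.04 to 4.57 ± 0.02 log2 CPM (SD, n = 3), and Abcc9, the regulatory subunit SUR2, from 8.49 ± 0.07 to 7.98 ± 0.04 (limma adjusted p = 0.119 for both). They are neighbours on chromosome 6 of GRCm39, from 142510563 to 142517830 and from 142533588 to 142648571, and both passed in each fit that left out 1 library. Of the 15 mural cell markers that hold them, Des rose, and adjusted over the list alone 4 rose and 4 fell (median Log2FC 0.04, camera adjusted p = 0.935). Of 18 T and NK cell markers, 16 had a negative Log2FC and the median was -0.37 (camera adjusted p = 0.00024, and adjusted p = 0.604 with an estimated correlation), yet the only one that passed was Cxcr6, which rose from 1.62 ± 0.07 to 2.42 ± 0.03 log2 CPM. Adjusted over the list alone 2 rose and 6 fell, and without genes below a mean log2 CPM of 1 the camera adjusted p was 0.672. In glycolysis Pfkp rose (Log2FC 0.43 ± 0.07 SE) and Ldhb fell (-0.32 ± 0.06), or 6 rose and 3 fell adjusted over the list alone, with a camera adjusted p of 0.139. Among 9 atrial markers Nppa rose and Stard10 fell (camera adjusted p = 0.493), and among 21 complement and acute phase genes Masp1 rose (camera adjusted p = 0.201). Des, Cxcr6, Pfkp, Ldhb, Nppa and Stard10 did not pass without PBS replicate 3. Integrins had a camera adjusted p of 0.055, with 0 of 19 genes passing over all genes and 3 rising adjusted over the list alone. Their camera adjusted p was 0.00587 without PBS replicate 1, 0.0443 without CCN3 replicate 1, 0.0398 without CCN3 replicate 2, 0.0413 without genes below a mean log2 CPM of 1 and 0.0386 with log2(CPM + 1). Notch receptors, ligands and targets had a camera adjusted p of 0.935, with 0 of 13 passing over all genes and 1 rising and 1 falling adjusted over the list alone. Markers of B cells, dendritic cells, epicardium, Schwann cells and neurons, erythrocytes and adipocytes, and the lists of inflammatory cytokines, hypoxia response and unfolded protein response, did not pass by camera, and 0 of their genes passed over all genes. Without PBS replicate 1 the erythrocyte and adipocyte lists passed, at camera adjusted p of 0.0054 and 0.00733, and without CCN3 replicate 1 the cytokine list did, at 0.0283.

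The lower level of the 82 respiratory chain mRNAs (median Log2FC -0.23) was weighed against technical explanations. Their longest annotated transcripts are shorter than those of genes in general, at a median of 1935 bases against 3858 over all genes with a value. After correction for a smooth trend on transcript length and GC content, over the 97.6% with a value, 84.3% of the median was kept, from -0.23 to -0.19. Of 10000 random lists matched on length, GC content and expression, 0 were as low. Both tests used the longest annotated transcript, which need not be the one expressed, so they cannot exclude length or GC content as a cause. A lower share of cardiomyocyte RNA stays open. The mean change of the respiratory chain genes was lower than that of the sarcomere genes by a difference of -0.28 ± 0.13 (SE) in log2. With stress genes left out of the sarcomere list the difference was -0.23 ± 0.13. These fits left 2 residual degrees of freedom, so neither difference could be set apart from 0. The treatment itself also stays open, as untested beyond the comparison.

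Large changes of single members occurred within families of near-identical or overlapping genes, which were picked after their values were seen: Il4i1b rose and Il4i1 fell, with Log2FC of 3.16 and -3.68, and Sprr2a1 rose by 4.04. Htd2, which overlaps Rpp14, fell by 4.81 on the log2 scale, while Rpp14 had a Log2FC of -0.14 and did not pass. Without PBS replicate 3, and in the authors' deposited table, Il4i1 did not pass. Summed over the copies of each family, CPM differed by under 0.5 in log2 and under 2 SE for 3 of the 4 families, those of Il4i1, Sprr2a and Dynlt1, although the SE was 1.15 for Sprr2a, while the sum for Htd2 and Rpp14 had a Log2FC of -0.20 ± 0.08 (SE) but says little about Htd2, which was at 0.32 ± 0.44 log2 CPM (SD, n = 3) in PBS treated ventricles against a sum of 33.8 CPM. Read assignment between copies is a candidate explanation, which cannot be told apart from a change in expression with 3 level sums and 1 that was not. With 2 residual degrees of freedom, 2 SE is also too narrow a bound to set that 1 sum apart from 0.

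Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes as the real one, the real split itself. It called 254 genes, and the highest of the other splits, PBS replicates 1 and 3 with CCN3 replicate 2 against the rest, called 115. With 10 splits the share cannot fall under 0.05, and the other splits are not an equal reference, since the factors were removed with the real grouping kept.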
